# Increased mitochondrial and lipid metabolism is a conserved effect of Insulin/PI3K pathway downregulation in adipose tissue

**DOI:** 10.1038/s41598-020-60210-3

**Published:** 2020-02-25

**Authors:** Lucia Bettedi, Anqi Yan, Eugene Schuster, Nazif Alic, Lazaros C. Foukas

**Keywords:** Insulin signalling, Ageing

## Abstract

The Insulin/IGF-1 signalling (IIS) pathway plays an essential role in the regulation of glucose and lipid homeostasis. At the same time, a reduction in the IIS pathway activity can extend lifespan and healthspan in various model organisms. Amongst a number of body organs that sense and respond to insulin/IGF-1, the adipose tissue has a central role in both the metabolic and lifespan effects of IIS at the organismal level. Genetic inactivation of IIS components specifically in the adipose tissue has been shown before to improve metabolic profile and extend lifespan in various model organisms. We sought to identify conserved molecular mechanisms that may underlie the beneficial effects of IIS inhibition in the adipose tissue, specifically at the level of phosphoinositide 3-kinase (PI3K), a key IIS effector molecule. To this end, we inactivated PI3K by genetic means in the fly fat body and by pharmacological inhibition in mammalian adipocytes. Gene expression studies revealed changes to metabolism and upregulation of mitochondrial activity in mouse adipocytes and fly fat bodies with downregulated PI3K, which were confirmed by biochemical assays in mammalian adipocytes. These data suggest that PI3K inactivation has a conserved effect of upregulating mitochondrial metabolism in both fly and mammalian adipose tissue, which likely contributes to the health- and life-span extending effect of IIS pathway downregulation.

## Introduction

The fundamental mechanisms of cellular and organismal ageing remain an outstanding problem in biology. Nevertheless, intense research efforts of the past decades have greatly increased understanding of the ageing process. Notably, they have revealed genetic pathways that influence the rate of ageing. Well-studied genes that affect the rate of ageing, encode components of the insulin/IGF-1 signalling (IIS) pathway^1^. The IIS pathway plays an essential role in the regulation of metabolism at both cellular and whole body level. The interconnections between regulation of metabolism and rate of ageing, as exemplified in the case of IIS, has been an emerging theme in the recent years^2^.

The adipose tissue is the largest organ of the human body and it has been shown to be a master regulator of pathways involved in ageing, development of age-related dysfunctions and metabolic diseases^3,4^. This role of adipose tissue is evolutionarily conserved. Interventions specifically targeted at the adipose tissue have been shown to influence healthspan and lifespan in various experimental animals. Indeed, manipulations that affect lipid metabolism in the intestine, the equivalent of the adipose tissue, of the nematode worm *C. elegans* have been shown to affect the rate of ageing of this species^5^. In the fruitfly *D. melanogaster*, the fat body is the functional homolog of mammalian liver and adipose tissue^6^. Moreover, lipid metabolism in the adipocytes of the fat body, in terms of fat storage and mobilisation, is remarkably similar to that of mammalian white adipose tissue^7^. Genetic interventions targeted specifically at the IIS in the fat body have been shown to recapitulate the life-extending effects of the respective ubiquitous mutations. A notable example is overexpression of the transcription factor dFoxo in the fat body^8^. However, the underlying mechanisms of such beneficial effects remain elusive. In the case of loss-of-function mutations in components of IIS pathway, the ensuing activation of the transcription factor Foxo appears to be essential for the lifespan extending effect: in both *C. elegans* and *Drosophila,* lifespan extending effects of reduced IIS are critically depended on the activity of daf-16/Foxo^9,10^. FoxO proteins have been shown to exert protective effects in cells by upregulating genes conferring antioxidant capacity, but they also are important regulators of glucose and lipid metabolism^11^. In mice, there are a few examples of adipose-tissue specific mutations in components of the IIS pathway that exert a beneficial metabolic effect. A seminal example is the beneficial metabolic effects of fat-specific knock-out of the Insulin Receptor (IR) (FIRKO mice)^12^. Notably, FIRKO mice also showed extended lifespan^13,14^. Furthermore, downregulation of mTOR Complex 1 in the adipose tissue by aP2-Cre mediated deletion of Raptor resulted in leanness due to increased energy expenditure^15^.

The PI3K/Akt and the Ras/ERK are the main effector pathways in insulin signalling^16^. The class I PI3K p110α has previously been shown to be the principal mammalian PI3K isoform activated downstream the insulin receptor^17^. Partial inactivation of p110α by ubiquitous heterozygous mutation has been shown to confer improved metabolic profile in aged mice and to modestly extend lifespan^18^. Furthermore, adipose tissue-specific inactivation of p110α resulted in leaner mice due to increased energy expenditure^19^. Importantly, long-term pharmacological inhibition of p110α has previously been shown to protect mice and rhesus monkeys from diet-induced obesity, highlighting both the utility of PI3K inhibitors in metabolic studies and their therapeutic potential^20,21^. Although a worm ortholog of class I PI3K was the first gene ever reported to affect the rate of ageing^22^, the specific roles of PI3K in the context of processes associated with ageing have barely been investigated. The aim of the present study was to identify mechanisms underlying the effects of PI3K p110α inhibition at the adipocyte level and to establish their evolutionary conservation in the context of the previously reported beneficial effects of IIS pathway inhibition in the adipose tissue. To this end, we performed a comparative study aiming to reveal similarities and differences in gene expression and phenotypes ensuing from PI3K inactivation in fly fat body and mouse adipocytes. As a fly model, we used fat-body specific overexpression of a dominant negative form of the fly class I PI3K orthologue Dp110 (Dp110^DN^)^23^. As a mouse model, we employed 3T3-L1 adipocytes, the most widely used adipocyte model in conjunction with pharmacological inactivation of PI3K p110α exploiting the extensively characterised small molecule ATP competitive inhibitor A66^24^. We applied an unbiased transcriptome analysis in conjunction with biochemical assays in order to assess the effect of IIS downregulation, through PI3K inhibition, on adipocyte gene expression and function. We report here that inactivation of PI3K upregulates genes involved in mitochondrial activity and lipid metabolism in both fly fat body and mammalian adipocytes. This suggests that increased mitochondrial activity and lipid metabolism might be a conserved effect of PI3K inhibition, which contributes to lifespan extension through IIS downregulation.

## Results

### Downregulation of Dp110 signalling increases mitochondrial gene expression in fly fat body

In order to study the molecular effects of Dp110 inhibition in fly fat body, we applied an unbiased transcriptomic approach. We performed RNA-seq in fat bodies of flies overexpressing a dominant-negative Dp110 transgene (Dp110^DN^) under a fat body-specific driver (*FB-Dp110*^*DN*^ flies). Using this system, we detected an approximately 7-fold higher mRNA expression of the Dp110^DN^ transgene compared to that of the endogenous Dp110 gene (Supplementary Fig. 1). We found 723 genes differentially expressed by Dp110^DN^ overexpression (Supplementary Data 1). Genes associated with metabolism and mitochondrial function (respiratory chain) were the most prominent GO group upregulated in the *Dp110*^*DN*^ fly fat body (Fig. 1). On the other hand, the most prominent gene categories downregulated in Dp110^DN^ overexpressing fat bodies were genes involved in cell cycle regulation and genes related to antimicrobial defence. Importantly, the present findings are corroborated by a recent study that reported changes at the level of protein expression resulting from IIS pathway attenuation in flies lacking 3 out of 7 insulin-like peptides (DILPs)^25^. That study reported increased expression of mitochondrial electron transport chain proteins and demonstrated increased mitochondrial respiration in the fat body of mutant flies.

**Figure 1:**
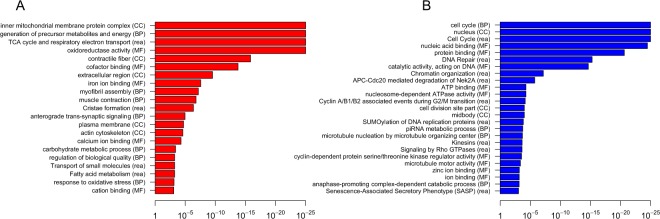
Gene expression alterations in fly fat body overexpressing Dp110^DN^. Enrichment of Gene Ontology (Biological Process-BP, Molecular Function-MF, Cellular Component-CC) and REACTOME (rea) annotation in significantly (adjusted P value <0.001) upregulated (**A**) and downregulated (**B**) genes in isolated fat bodies expressing Dp110^DN^ transgene compared to ‘driver-only’ (*FB-GAL4*) fat bodies. Enriched terms determined by gprofiler in R with strong hierarchical filtering strength.

### Inhibition of the PI3K p110α signalling pathway regulates mitochondrial gene expression and increases mitochondrial respiration in mammalian adipocytes

To investigate the effect of p110α inactivation on mammalian adipocytes and to delineate an analogy with the trascriptome profile of the fly model describe above, we treated mouse 3T3-L1 adipocytes with A66, an extensively characterised and widely used p110α-selective inhibitor^24^, for 24 h, followed by RNA extraction. 

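3T3-L1 is a line of mouse pre-adipocytes that differentiates into adipocytes in culture, and A66 is a small molecule that blocks p110α, a catalytic subunit of PI3K. The cells were treated on day 8 of differentiation. The methods give a dose of 1 μM against DMSO vehicle, whereas the sample labels give 2 μM against untreated cells, and the control cultures are named untreated. RNA with a poly(A) tail was sequenced from 2 untreated cultures and 2 cultures treated with A66, with 1 library per culture. The authors aligned the reads to the mouse genome and counted them on genes, and the values analysed are those raw counts, without normalization. The untreated libraries held 42247091 and 53401796 counts, and the A66 libraries held 51760732 and 46951518. At this depth 3 counts, taken as the smallest amount that can be detected, correspond to between 0.0562 and 0.0710 CPM, the unit of edgeR for counts scaled by the total of their library, a floor that covers counting error only. The spread between replicates was larger than counting noise, with a mean chi-square per gene of 6.33 between the untreated replicates and 6.15 between the A66 replicates, where counting noise alone gives 1. CPM values were scaled with the TMM method of edgeR, and every log2 fold change is A66 over untreated, so that a negative value is a gene lower with A66. The groups follow the sample labels. An exchange of the untreated and A66 labels throughout the series could not be excluded, so every direction given depends on these labels. After a filter on low counts, 14158 genes were tested with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment over these genes and a biological coefficient of variation of 0.0377. Groups of genes were tested as 14 sets written out by hand, with the camera test of limma, which compares the change of a set with that of all other genes and assumes a correlation of 0.01 between the genes of a set.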

Gene expression analysis by RNA-seq (Supplementary Data 2) showed increased expression of genes associated with lipid metabolism and the mitochondria (Fig. 2). 

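Genes of lipid metabolism were tested as 3 sets in the A66-treated adipocytes. All 21 genes of cholesterol biosynthesis were lower with A66, with a mean log2 fold change of -0.18 (adjusted p = 1.04e-23, camera with Benjamini-Hochberg adjustment over the sets), and 10 of them had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of the 23 genes of fatty acid synthesis, 18 were lower, with a mean of -0.10 (adjusted p = 8.45e-10, camera with Benjamini-Hochberg adjustment), and the 6 that passed the threshold singly were all lower. The 21 genes of triglyceride storage and lipolysis had a mean of -0.038 and 14 were lower, which did not pass the threshold (adjusted p = 0.0590, camera with Benjamini-Hochberg adjustment), and of these 21 genes 1 passed singly as lower and 1 as higher. Without the filter on low counts, the mean of this set was 0.12. The choice that moved these tests most was the correlation between genes. When it was estimated from the data, the adjusted p of camera (Benjamini-Hochberg) was 0.215 for both cholesterol biosynthesis and fatty acid synthesis. A rotation test of the change of the set itself (fry, Benjamini-Hochberg) gave an adjusted p of 0.115 for each. With 2 libraries in each group, there is little from which to judge how genes vary together. These tests therefore cannot settle whether the sets changed. With each of the 4 libraries left out in turn, the mean log2 fold change stayed between -0.20 and -0.15 for cholesterol biosynthesis and between -0.12 and -0.089 for fatty acid synthesis. With the replicate number as a block, the means were -0.18 for cholesterol biosynthesis (adjusted p = 6.82e-23, camera with Benjamini-Hochberg adjustment) and -0.10 for fatty acid synthesis (adjusted p = 9.97e-10, the same test). The replicate numbers paired the libraries weakly. Across 9350 genes, which are not independent replicates, the deviations of same-numbered untreated and A66 libraries from their group means had a correlation of 0.024.

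**Figure D1:**
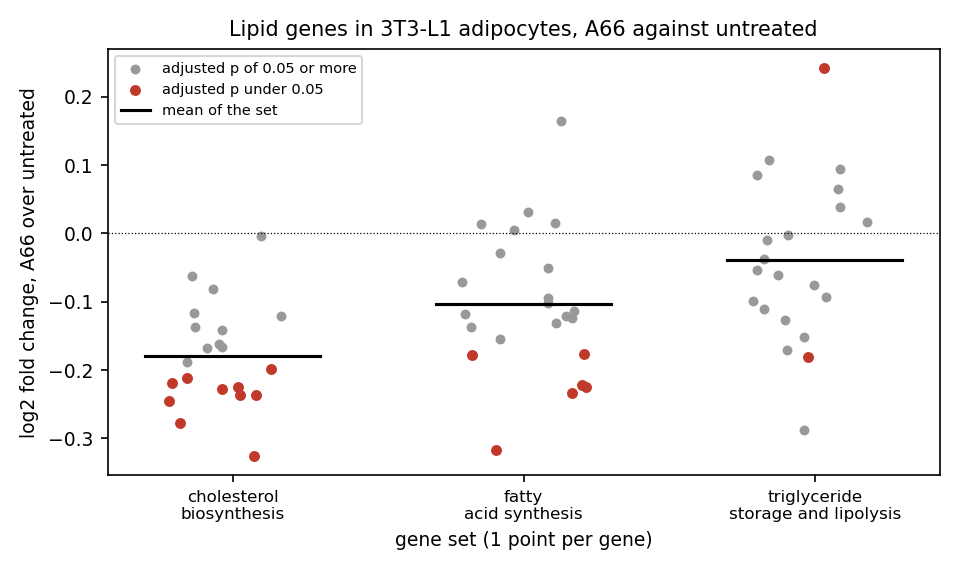
Log2 fold change (A66 over untreated, y axis) of each gene in 3 sets of lipid genes (x axis), with 1 point per gene, genes with an adjusted p under 0.05 in red and the mean of each set as a black line. All 21 points of cholesterol biosynthesis lie below 0 with TMM normalization.

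Sqle (ENSMUSG00000022351), the squalene epoxidase gene on chromosome 15 of GRCm38 from 59315077 to 59331192, had 194 ± 3.29 CPM (SD, n = 2) in untreated cells and 160 ± 0.941 CPM (SD, n = 2) with A66. Its log2 fold change was -0.28 (standard error 0.04, adjusted p = 3.94e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes of fatty acid synthesis, Elovl6 (ENSMUSG00000041220), a fatty acid elongase gene on chromosome 3 from 129532355 to 129638495, had a log2 fold change of -0.32 (standard error 0.06, adjusted p = 0.00245, edgeR with Benjamini-Hochberg adjustment). Acsl1 (ENSMUSG00000018796), on chromosome 8 from 46471037 to 46536051, fell by 0.23 on the log2 scale, with an adjusted p of 0.00158 from the same edgeR test. The lipid droplet gene Plin4 (ENSMUSG00000002831), on chromosome 17 from 56100591 to 56109803, fell by 0.18, with an adjusted p of 0.00743 from edgeR (0.0808 with the palmitate-treated libraries of the same series also in the fit), and Lpin1 (ENSMUSG00000020593), on chromosome 12 from 16535669 to 16610966, had a log2 fold change of -0.17 that did not pass the threshold (adjusted p = 0.0551, edgeR). With the replicate block, the adjusted p of Lpin1 was 0.0326 in edgeR's test. The gene of triglyceride storage and lipolysis that passed as higher was Aqp7, named after its value was seen. Its log2 fold change was 0.24 (adjusted p = 0.0293, edgeR with Benjamini-Hochberg adjustment).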

Downregulated genes were associated with ribosomal proteins and the regulation of protein translation. Therefore, the upregulation of mitochondrial genes by PI3K inhibition was conserved between flies and mice. However, we found a limited number of upregulated orthologous genes in both the *Dp110*^*DN*^ fly fat body and A66-treated 3T3-L1 adipocytes (including Aco2, Aldoa, Cpm, Acss2, Pcyt2 and the encoded NADH dehydrogenase 5) and only one orthologous gene downregulated in both conditions (FSCN1). This appears consistent with other studies looking at determinants of healthspan and ageing, where there was little evolutionary conservation at the individual gene level, but high conservation at the process and pathway level^26^.

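Of the 84 genes of cytosolic ribosomal proteins tested, 82 were higher with A66, with a mean log2 fold change of 0.17 (adjusted p = 5.28e-58, camera with Benjamini-Hochberg adjustment). Singly, 41 of them were higher and 0 were lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Their share of all counts was 2.76% and 2.90% in the untreated libraries and 3.13% and 3.12% in the A66 libraries. Relative to the mean of the untreated libraries, the mean log2 CPM of the set was -0.043 and 0.043 in the untreated replicates and 0.17 in both A66 replicates, so both A66 libraries lay above both untreated ones.

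**Figure D2:**
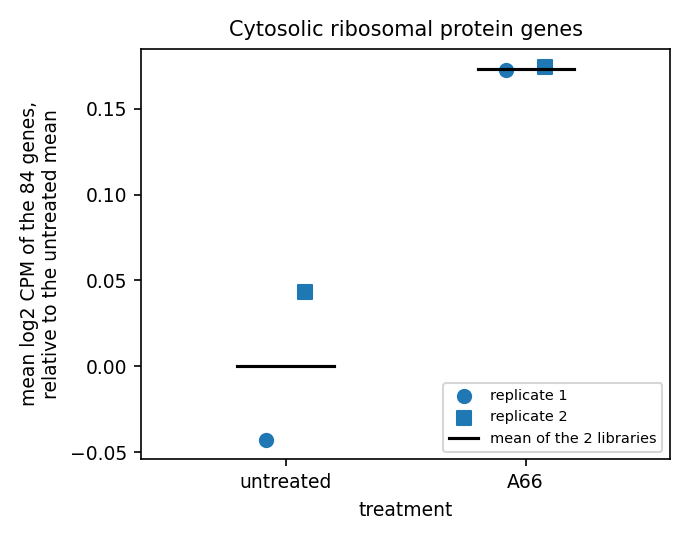
Mean log2 CPM of the 84 cytosolic ribosomal protein genes in each library (y axis), relative to the mean of the untreated libraries, by treatment (x axis), with 1 point per library and the mean of each group as a black line. The A66 libraries both sit at 0.17.

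The mean of the set stayed between 0.13 and 0.22 with each library left out in turn and was 0.17 with the replicate block (adjusted p = 1.28e-58, camera with Benjamini-Hochberg adjustment). These transcripts are short, with a median length of 1076.5 nucleotides when the longest annotated transcript of each gene is taken. After a correction for a trend of the counts with transcript length, the mean was 0.13 (adjusted p = 3.08e-39, camera with Benjamini-Hochberg adjustment). With the correlation between genes estimated from the data, the adjusted p of camera (Benjamini-Hochberg) was 0.250. Ribosomal protein genes have many processed pseudogenes, between which the authors' counting could have split reads, so the values of single members are uncertain. Rps21 (ENSMUSG00000039001), on chromosome 2 of GRCm38 from 180257377 to 180258445, had 109 ± 11.2 CPM (SD, n = 2) in untreated cells and 162 ± 1.85 CPM (SD, n = 2) with A66. Its log2 fold change was 0.57 (standard error 0.05, adjusted p = 5.89e-07, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Rpl36 (ENSMUSG00000057863), on chromosome 17 from 56613416 to 56614243, had a log2 fold change of 0.52 (standard error 0.05, adjusted p = 6.67e-06 from the same edgeR test). The set of translation initiation and elongation factors held 59 genes, with a mean log2 fold change of 0.019, 34 higher and 25 lower. It did not pass the threshold (adjusted p = 0.210, camera with Benjamini-Hochberg adjustment). The sign of its mean depended on the filter, being -0.036 without one and -0.0050 when every library had to hold at least 10 counts. The set also holds genes that are not such factors, namely Eef1akmt1, Eef1akmt2, Eef1akmt3, Eef2kmt, Eif4ebp1, Eif4ebp2, Eif4ebp3 and Eif4enif1. Of these, Eef1akmt3 had the largest rise of the set and Eif4ebp3 the largest fall, and neither passed the threshold. The mean without these genes was not computed, so the mean and its sign cannot be read as those of the factors alone. Eif4b (ENSMUSG00000058655), on chromosome 15 from 102073773 to 102097173, and Eef1b2 (ENSMUSG00000025967), on chromosome 1 from 63176825 to 63180486, were the 2 factors with an adjusted p under 0.05 in edgeR's test (0.0369 and 0.0388), and both were higher by 0.15 on the log2 scale. Scaled by library size only, without TMM, neither passed, with an adjusted p of 0.0652 for Eif4b and 0.0731 for Eef1b2 in edgeR's test.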

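In the 3T3-L1 adipocytes, mitochondrial genes were tested as 5 sets. The 78 nuclear-encoded genes of oxidative phosphorylation (OXPHOS) had a mean log2 fold change of 0.040 with A66, with 55 higher and 23 lower (adjusted p = 4.48e-04, camera with Benjamini-Hochberg adjustment), and 4 of them were higher singly at an adjusted p under 0.05 in edgeR's test. After the correction for transcript length, the mean of this set was -0.0027 (adjusted p = 0.622, camera with Benjamini-Hochberg adjustment). It was between -0.0084 and 0.096 with each library left out in turn, and 0.041 with the replicate block (adjusted p = 5.06e-04, camera with Benjamini-Hochberg adjustment). With the correlation between genes estimated from the data, the adjusted p of camera (Benjamini-Hochberg) was 0.708. The 13 mitochondrially encoded OXPHOS genes had a mean of 0.0052 and 8 of them were lower (adjusted p = 0.982, camera with Benjamini-Hochberg adjustment). The mean was -0.011 when libraries were scaled by their size only and -0.064 after the length correction. The 72 mitochondrial ribosomal proteins had a mean of 0.0052, with 35 higher and 37 lower, at the same adjusted p, and a mean of -0.011 when scaled by library size only and -0.019 after the length correction. Of the 22 genes of the TCA cycle, 15 were lower, with a mean of -0.033 (adjusted p = 0.0549, camera with Benjamini-Hochberg adjustment). Scaled by library size only, this mean was -0.049 (adjusted p = 0.0178, the same test). The 19 genes of mitochondrial fatty acid oxidation had a mean of -0.011, with 9 higher and 10 lower (adjusted p = 0.787, camera with Benjamini-Hochberg adjustment).

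**Figure D3:**
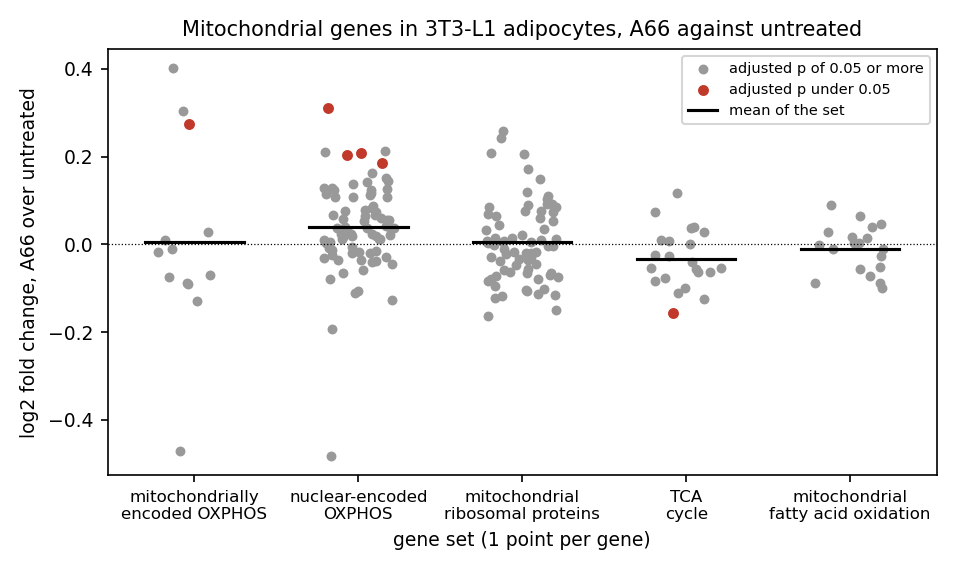
Log2 fold change (A66 over untreated, y axis) of each gene in 5 sets of mitochondrial genes (x axis), with 1 point per gene, genes with an adjusted p under 0.05 in red and the mean of each set as a black line. Of the 78 nuclear-encoded OXPHOS genes, 55 lie above 0 with TMM normalization, and the mean of that set, 0.040, was -0.0027 after the length correction.

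Ndufb9 (ENSMUSG00000022354), on chromosome 15 of GRCm38 from 58933756 to 58939488, encodes a subunit of complex I and had 152 ± 4.08 CPM (SD, n = 2) in untreated cells and 173 ± 2.34 CPM (SD, n = 2) with A66. Its log2 fold change was 0.19 (standard error 0.04, adjusted p = 0.0176, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), and 0.11 after the length correction (adjusted p = 0.148 from the same edgeR test). Uqcr10 (ENSMUSG00000059534), on chromosome 11 from 4701973 to 4704342, had a log2 fold change of 0.20 (standard error 0.05, adjusted p = 0.0186 from edgeR), and also 0.11 after that correction (adjusted p = 0.221, edgeR). On the mitochondrial genome, mt-Nd6 (ENSMUSG00000064368, from 13552 to 14070) had a log2 fold change of 0.27 (standard error 0.04, adjusted p = 5.09e-04, edgeR), which did not pass with the palmitate-treated libraries also in the fit (adjusted p = 0.0877, edgeR). Its end overlaps that of the mt-Nd5 gene on the opposite strand, and the strand setting of the counting is not named in the paper's text. The gene mt-Nd4l (ENSMUSG00000065947, from 9877 to 10173), which overlaps its neighbour, at 6.70 ± 0.925 CPM (SD, n = 2) in untreated cells, had a log2 fold change of 0.40 that did not pass the threshold (adjusted p = 0.104, edgeR). Ogdh (ENSMUSG00000020456), a TCA cycle gene on chromosome 11 from 6291633 to 6356642, fell by 0.16 on the log2 scale, with an adjusted p of 0.0367 in edgeR's test, and of 0.0653 with the replicate block and a correction for GC content. Mrps6 and Mrpl52, the mitochondrial ribosomal protein genes with the smallest p among those that rose, had log2 fold changes of 0.12 and 0.26 (adjusted p = 0.258 and 0.284, edgeR). Acadm and Cpt2, those of fatty acid oxidation with the smallest p among those that fell, had -0.088 and -0.089 (adjusted p = 0.344 and 0.383, edgeR). From the mitochondrial terms it lists for upregulated genes in the fly fat body and in 3T3-L1 adipocytes (Fig. 1 and Fig. 2), the paper concludes that upregulation of mitochondrial genes by PI3K inhibition was conserved between the species. The fly data were not analysed here.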

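The mouse values of 6 of these 7 genes were taken from the A66 and untreated libraries, with NADH dehydrogenase 5 read as mt-Nd5. Of the 6, 5 were lower with A66 and Fscn1 was higher, and none changed sign when any one of the libraries was left out. Cpm (ENSMUSG00000020183), a carboxypeptidase gene on chromosome 10 of GRCm38 from 117629500 to 117687352, had 15.6 ± 0.842 CPM (SD, n = 2) in untreated cells and 7.91 ± 0.642 CPM (SD, n = 2) with A66. Its log2 fold change was -0.98 (standard error 0.10, adjusted p = 2.81e-06, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Acss2 (ENSMUSG00000027605), on chromosome 2 from 155517948 to 155585724, had 58.9 ± 3.59 CPM (SD, n = 2) untreated and 50.5 ± 2.21 CPM (SD, n = 2) with A66, a log2 fold change of -0.22 (standard error 0.05, adjusted p = 0.0334 from the same edgeR test). Pcyt2 (ENSMUSG00000025137), on chromosome 11 from 120610087 to 120617936, had 108 ± 3.43 and 94.2 ± 4.76 CPM (SD, n = 2 each), a log2 fold change of -0.20 (standard error 0.05, adjusted p = 0.0240, edgeR). Fscn1 (ENSMUSG00000029581), on chromosome 5 from 142960343 to 142973185, had 51.98 ± 1.08 and 59.7 ± 1.56 CPM (SD, n = 2 each), a log2 fold change of 0.20 (standard error 0.05, adjusted p = 0.0367, edgeR). The other 2 genes did not pass the threshold over all genes. Aldoa (ENSMUSG00000030695), on chromosome 7 from 126795234 to 126800751, had a log2 fold change of -0.11 (standard error 0.04, adjusted p = 0.161, edgeR). The mitochondrially encoded mt-Nd5 (ENSMUSG00000064367), from 11742 to 13565 of the mitochondrial genome, where it overlaps mt-Nd6, had 9061 ± 420 and 8280 ± 136 CPM (SD, n = 2 each), a log2 fold change of -0.13 (standard error 0.04, adjusted p = 0.0639, edgeR). With the replicate block, the adjusted p of mt-Nd5 was 0.0235 and that of the other 5 genes stayed on the same side of 0.05 in edgeR's test. With the Wald test of DESeq2 and Benjamini-Hochberg adjustment, mt-Nd5 (adjusted p = 0.0349) passed, whereas Acss2 (0.0768) and Fscn1 (0.0849) did not. The latter 2 genes also did not pass with the block and a GC correction together (adjusted p = 0.0658 and 0.0518, edgeR), and Fscn1 did not when scaled by library size only (adjusted p = 0.0556, edgeR). These genes were selected by the authors on these same data.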

**Figure 2:**
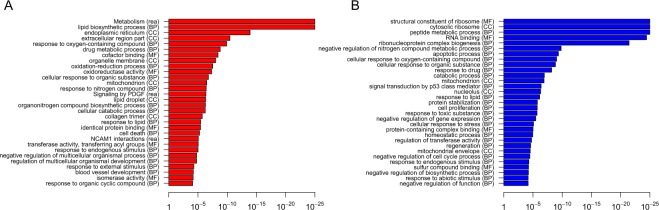
Gene expression alterations upon inhibition of PI3K p110α in 3T3-L1 adipocytes. Enrichment of Gene Ontology (Biological Process-BP, Molecular Function-MF, Cellular Component-CC) and REACTOME (rea) annotation in significantly (adjusted p value <0.0001) upregulated (**A**) and downregulated (**B**) genes after 3T3-L1 adipocytes were treated with the p110α-selective inhibitor A66 for 24 h. Enriched terms determined by gprofiler in R with strong hierarchical filtering strength.

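At the threshold of Fig. 2, an adjusted p under 0.0001, 12 genes differed between A66 and untreated cells, 9 of them higher and 3 lower (edgeR quasi-likelihood with Benjamini-Hochberg adjustment). At an adjusted p under 0.05, 261 genes differed, 152 higher and 109 lower, and 1813 had an unadjusted p under 0.05. The changes were small, with a median absolute log2 fold change of 0.24 among the 261 genes, and 15 of them changed at least 1.5-fold. Apart from that minimum change, the count moved most without the filter on low counts, to 459 genes. The split into higher and lower depended on the scaling, with 126 higher and 154 lower of 280 genes when libraries were scaled by their size only, and 156 higher and 156 lower of 312 after the length correction. With the replicate block, 282 genes differed, 257 of which were among the 261. None of the 261 genes changed sign in the 4 fits that each left out one library. These fits leave 1 library in a group, so no calls were made from them. Enrichment of the gene sets among the genes that differed was tested with Fisher's exact test (one-sided, Benjamini-Hochberg adjustment over 28 tests, the tested genes as background). Genes of cytosolic ribosomal proteins made up 41 of the 152 higher genes (adjusted p = 1.67e-58), nuclear-encoded OXPHOS genes 4 (adjusted p = 0.0460), and preadipocyte markers 2 (adjusted p = 0.0331). Of the 109 lower genes, 10 belonged to cholesterol biosynthesis (adjusted p = 2.21e-15), 6 to fatty acid synthesis (adjusted p = 1.54e-07) and 4 to the collagens (adjusted p = 3.05e-04), and no mitochondrial set was enriched among them. Fisher's test counts genes as independent, so these p-values do not measure the spread between cultures. With the correlation between genes estimated from the data, 0 of the 14 sets passed for A66 (smallest adjusted p = 0.215, camera with Benjamini-Hochberg adjustment).
Among the genes that passed 0.05, the largest falls included those of Npas2, Ifi44, Cpm and Dhx58. Npas2 (ENSMUSG00000026077), a gene of the circadian clock on chromosome 1 of GRCm38 from 39193731 to 39363236, had 1.19 ± 0.0483 CPM (SD, n = 2) in untreated cells and 0.319 ± 0.208 CPM (SD, n = 2) with A66. Its log2 fold change was -1.87 (standard error 0.42, adjusted p = 0.0176, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Ifi44 (ENSMUSG00000028037), an interferon-induced gene on chromosome 3 from 151730922 to 151749960, had a log2 fold change of -1.63 (standard error 0.22, adjusted p = 2.09e-04, edgeR). Dhx58 (ENSMUSG00000017830), on chromosome 11 from 100694884 to 100704271, fell by 0.72 on the log2 scale, with an adjusted p of 0.0382 in edgeR's test. Its log2 fold change lay between -1.04 and -0.45 with each library left out in turn. The 5 largest rises were in Rpph1, Gm23935, Gm7536, Gm42418 and mt-Rnr1, of which the annotation gives Gm7536 as a processed pseudogene and mt-Rnr1 as a mitochondrial ribosomal RNA. Gm42418 (ENSMUSG00000098178), on chromosome 17 from 39846958 to 39848788, had 6357 ± 533 CPM (SD, n = 2) in untreated cells and 10546 ± 1041 CPM (SD, n = 2) with A66, a log2 fold change of 0.73 (standard error 0.05, adjusted p = 2.10e-08, edgeR). Rpph1 (ENSMUSG00000092837), at 0.535 CPM in untreated cells, had a log2 fold change of 1.48 (adjusted p = 0.0154, edgeR), Gm23935 (ENSMUSG00000076258) one of 0.98 (6.83e-06), Gm7536 (ENSMUSG00000057036) one of 0.82 (0.00268) and mt-Rnr1 (ENSMUSG00000064337) one of 0.66 (5.89e-07). Apart from Gm7536, these are, or overlap with, RNAs that carry no poly(A) tail. Such RNAs, counted over 8 genes, took 1.64% and 1.82% of the counts in the untreated libraries and 2.42% and 2.97% in the A66 libraries.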

Based on the aforementioned mitochondrial gene upregulation, we next examined the functional consequences of p110α inhibition on mitochondrial function in 3T3-L1 and human mesenchymal adipose tissue-derived stem cell (hMADS) adipocytes. Using a mitochondrial probe (MitoTracker Green), we failed to observe any differences in mitochondrial mass between vehicle- and A66-treated cells (Fig. 3A). However, we found that treatment of adipocytes with A66 increased protein expression levels of a number of mitochondrial complex subunits, notably of subunits of NADH dehydrogenase and succinate dehydrogenase, which are components of mitochondrial oxidative phosphorylation complex I and II, respectively (Fig. 3B,C). Also, we found that treatment of 3T3-L1 adipocytes with A66 upregulated protein expression of PGC-1α, a transcriptional co-activator known to promote mitochondrial biogenesis and activity (Fig. 3D). These data are similar to those previously reported for mice subjected to dietary restriction, a well-established life extending intervention, showing that dietary restriction promotes mitochondrial respiration in skeletal muscle by increasing expression of PGC-1α as well as of specific electron transport chain components rather than by increasing total mitochondrial biogenesis^27^.

**Figure 3:**
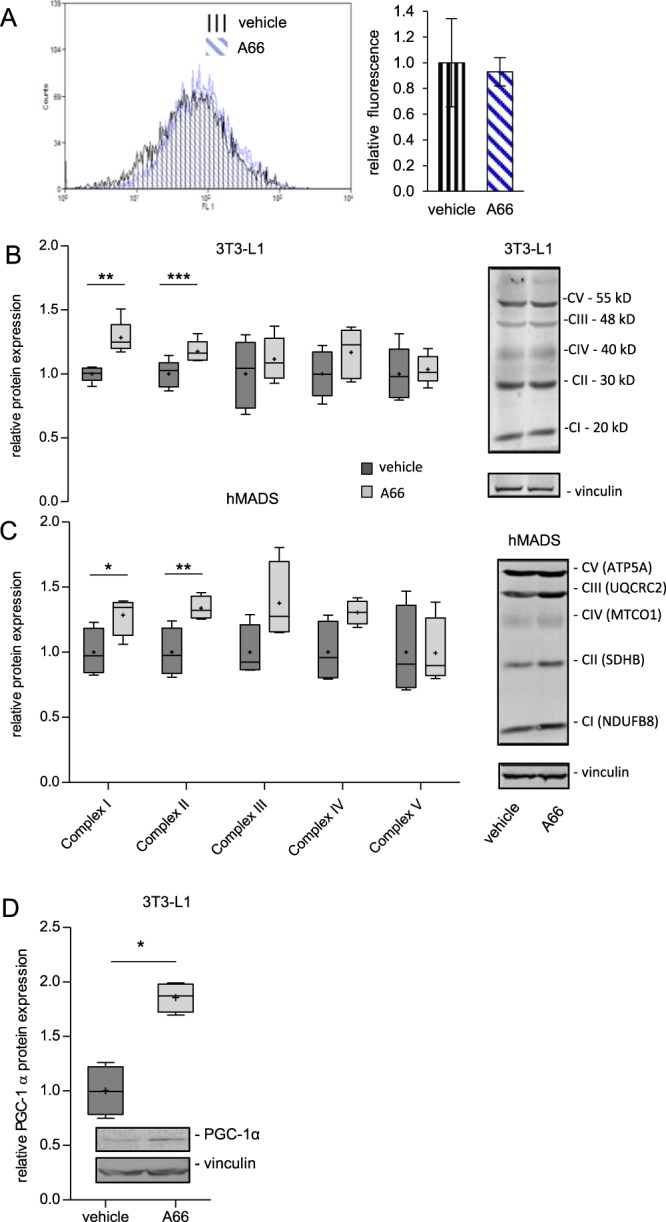
Inhibition of PI3K p110α increases OXPHOS complexes expression levels in 3T3-L1 and hMADS adipocytes. Mouse 3T3-L1 and human MADS adipocytes were treated with the p110α-specific inhibitor A66 for 16 h. (**A**) Mitochondrial mass in 3T3-L1 adipocytes was estimated by staining with Mitotracker Green and FACS analysis. A representative histogram of fluorescent intensity and pooled data from two independent (n = 2) experiments are shown. (**B**,**C**) Expression levels of OXPHOS complexes (I-V) was determined by quantitative immunoblot analysis. Box and whisker plots of data from five (n = 5, 3T3-L1) and four (n = 4, hMADS) independent experiments. Representative OXPHOS immunoblot images are shown next to each graph. CI: NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 8 (NDUFB8); CII: Succinate dehydrogenase complex iron sulfur subunit B (SDHB); CIII: Ubiquinol-cytochrome c reductase core protein 2 (UQCRC2); CIV: Cytochrome c oxidase subunit 1 (MTCO1); CV: ATP synthase F1 subunit alpha (ATP5A). (**D**) Expression of PGC-1α in 3T3-L1 adipocytes was determined by immunoblot analysis. Data from four (n = 4) independent experiments. Error bars in A represent standard error of mean. Whiskers in B, C and D represent minimum to maximum value and plus (+) signs the mean value. Statistical significance was tested by paired two tailed t-test. *p < 0.05, **p < 0.01, ***p < 0.001.

### Inhibition of the PI3K p110α signalling pathway promotes fat mobilisation

To assess whether inhibition of PI3K also promotes fat mobilisation for oxidation in mitochondria, we also tested the effect of PI3K p110α inhibition on fat metabolism in mouse 3T3-L1 adipocytes. We found that inhibition of p110α by A66 enhanced the rate of lipolysis upon stimulation with the β-adrenergic receptor agonist isoproterenol (Fig. 4A). Moreover, A66-treated adipocytes had a higher level of both basal and isoproterenol-stimulated oxygen consumption (Fig. 4B) consistent with enhanced mitochondrial oxidation. Furthermore, inhibition of p110α increased autophagic flux which has been associated with lipid catabolism through the process of lipophagy^28^, providing further evidence of enhanced lipid catabolism as a result of inactivation of p110α (Fig. 4C,D). Thus, inhibition of p110α in adipocytes stimulates fat catabolic processes through increased lipolysis and mitochondrial oxidation.

**Figure 4:**
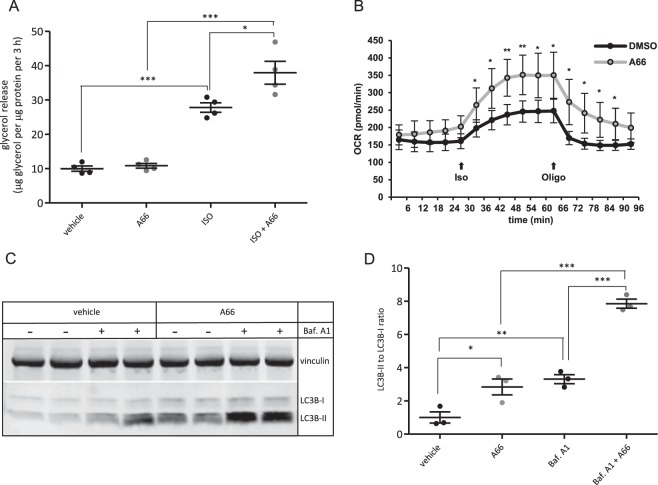
Inhibition of p110α in mouse 3T3-L1 adipocytes promotes fat mobilisation. (**A**) Lipolysis measured as glycerol release from 3T3-L1 adipocytes pre-treated with the p110α-selective inhibitor A66 (1 μM) for 1 h and stimulated with isoproterenol (5 nM) for 3 hours. A scatter plot of data from four (n = 4) independent experiments presented as mean±sem is shown. (**B**) Basal and isoproterenol-stimulated oxygen consumption rate (OCR) in 3T3-L1 adipocytes treated with 1 μM p110α-selective inhibitor, A66. Iso and oligo indicate injection of isoproterenol (1 μM) and oligomycin (1 μg/ml), respectively. Data from a representative experiment performed in quadruplicate are shown as mean±sd. (**C**) Autophagic flux in 3T3-L1 adipocytes treated with 1 μM p110α-selective inhibitor (A66) in the presence or absence of 50 nM Bafilomycin A1 (Baf. A1) assessed by immunoblot detection of LC3B lipidation. Vinculin was probed as a loading control. A representative immunoblot is shown in (**C**) and a scatter plot of data from three (n = 3) independent experiments presented as mean±sem is shown in (**D**). Statistical significance was tested by one way ANOVA with Bonferroni’s multiple comparisons test (A, D) or paired two tailed t-test (B). *p < 0.05; **p < 0.01; ***p < 0.001.

Overall, the functional data from the adipocyte models were in line with mitochondrial activity upregulation as an effect of PI3K inactivation, consistent with the gene expression analysis in the fat body of the flies. Taken altogether, these data suggest that upregulation of mitochondrial metabolism might be an important mechanism of life extending effects of inactivation of IIS in model organisms.

## Discussion

The molecular mechanisms underlying the life- and health-span extending effects of loss-of-function mutations in components of the IIS pathway in model organisms remain incompletely defined. Over the recent years, intense efforts have been made to unravel the molecular mechanisms underlying these beneficial effects of IIS downregulation. The IIS pathway plays an essential role in the regulation of lipid and glucose homeostasis. PI3K is a key effector of metabolic actions of the IIS pathway. In the present study, we sought to identify similarities in metabolic effects of PI3K inactivation between fly fat body and mammalian adipocytes. To this end, we have employed transcriptome analysis in both fly fat bodies and mouse adipocytes and assays of fat mobilisation and mitochondrial activity in mouse adipocytes. Transcriptome analysis revealed that inactivation of PI3K resulted in upregulation of genes related to mitochondrial metabolic processes in both fly fat body and mouse adipocytes. Consistent with this, functional assays showed that inhibition of p110α promoted lipοlysis and enhanced mitochondrial activity in mouse adipocytes. These data are consistent with those of a previously reported proteomic study, which demonstrated upregulation of mitochondrial electron transport chain subunits and increased mitochondrial respiration in the fat body of flies with reduced insulin signalling^25^. Taken altogether, such findings lend further support to the notion that increased mitochondrial activity might be part of a conserved mechanism contributing to the lifespan extending effect of IIS pathway downregulation in the adipose tissue.

Interestingly, we found that one of the most prominent gene categories downregulated in Dp110^DN^ overexpressing fat bodies were genes involved in cell cycle regulation. This is consistent with the well-established role of PI3K signalling in promoting cell proliferation, hence the high frequency of PI3K p110α mutation in cancer^29^. However, its potential significance in a postmitotic tissue as the fly fat body remains unknown. The fat body is also a key organ for innate immunity in flies as it produces antimicrobial peptides that combat infection from pathogenic microorganisms^30^. Remarkably, overexpression of Dp110^DN^ in the fat body reduced the expression of genes related to antimicrobial defence. Indeed, amongst the top 100 downregulated genes in *Dp110*^*DN*^ fly fat bodies are several genes encoding antimicrobial peptides and other innate immunity mediators including CecA1, CecA2, AttD and edin (Supplementary Fig. 2). The effect of Dp110^DN^ induction on antimicrobial peptide expression is in line with previous reports implicating the IIS pathway in the regulation of antimicrobial immunity in flies^31,32^.

In line with what is reported here in mouse 3T3-L1 adipocytes, parallel studies in our lab have revealed that genetic or pharmacological inactivation of p110α in the adipose tissue of mice results in enhanced adrenergic signalling, which promotes lipolysis and energy expenditure^19^. The enhancement in adrenergic signalling mitigates the effect of insulin resistance ensuing from p110α inactivation thus producing overall a lean phenotype and improved glucose homeostasis. Lipolysis in the fly fat body is controlled by the adipokinetic hormone (AKH) as well as by the monoamines octopamine and tyramine, the fly functional analogs of catecholamines. Consistent with a role of lipid metabolism in regulation of lifespan, inactivation of the Adipokinetic Hormone Receptor (AKHR) has been shown to result in obesity and reduce lifespan in flies^7^. Similarly, inhibition of octopamine production has been shown to increase fat storage and reduce lifespan in flies^33^. Whether inactivation of Dp110 in the fat body can also potentiate lipolysis and energy expenditure in flies as in mice remains to be examined.

Mitochondrial metabolism upregulation is a reported effect of various interventions shown to extend lifespan. Notably, adipose tissue specific deletion of the insulin receptor results in upregulation of mitochondrial activity^14^. Also, other interventions that increase lifespan, such as calorie restriction and growth hormone receptor knock-out (GHRKO), result in increased mitochondrial activity and/or PGC-1α expression in muscle and liver, respectively^27^. Moreover, insulin being an anabolic hormone that promotes energy storage, has been shown to inhibit the activity of the transcriptional coactivator PGC-1α as well as to suppress mitochondrial biogenesis in hepatocytes^34^. However, the contribution of the specific pathways and effector molecules activated downstream the insulin receptor to these particular phenotypes has not been investigated. This is an important question given that the insulin receptor also activates the Ras/ERK pathway in addition to the PI3K/Akt pathway. Inactivation of the Ras/ERK pathway has also been shown to extend lifespan in flies^35^, though beneficial metabolic effects have so far been reported only in mice^36^. One of the conclusions of the present study is that the reported effects of IIS pathway inhibition on mitochondrial activity can be recapitulated by inhibition of PI3K. The present study identifies PI3K p110α as a mediator of these phenotypes and shows that its inhibition promotes fat mobilisation and mitochondrial metabolism in mammalian adipocytes.

Consistent with upregulated mitochondrial function as result of p110α inhibition reported here, a recent study from our lab has demonstrated reduced age-dependent fat accumulation in mice with adipose tissue-specific p110α deletion using the adiponectin-Cre strain^19^. However, a previous study which used an aP2-Cre strain to delete p110α in the adipose tissue of mice has reported obesity and decreased energy expenditure^37^, which are diametrically different phenotypes from those reported in our study. As discussed in our respective article, there are numerous reports in the literature demonstrating a profound lack of tissue specificity for the aP2-Cre strain, which complicates interpretation of phenotypes. Importantly, the phenotypes described in our previous and present work are consistent with those reported for long term pharmacological inhibition of p110α^20,21^, which adds additional weight to the validity of our findings.

Overall, the present study provides further insights into the mechanistic basis of the beneficial effects of IIS pathway downregulation and highlights conserved biological effects of inhibition of the PI3K/Akt branch of this pathway. As the PI3K/Akt signalling pathway is readily amenable to pharmacological intervention, such information could facilitate translational efforts to produce therapeutics to combat ageing and age-associated metabolic pathologies.

## Methods

### Fly stocks and husbandry

The wild-type stock Dahomey was collected in 1970 in Dahomey (now Benin) and has since been maintained in large population cages with overlapping generations on a 12 h light: 12 h dark cycle at 25 °C. The white Dahomey (*wDah*) stock was derived by incorporation of the *w*^1118^ mutation into the outbred Dahomey background by backcrossing. All stocks were maintained and all experiments were conducted at 25 °C on a 12 h light: 12 h dark cycle at 60% humidity using standard sugar/yeast/agar (SYA) media. For all experiments, flies were reared at standardised larval density, and eclosing adults were collected over a 12 h period. Flies were allowed to mate for 48 h before sorting into single sexes at 10 flies per vial. The dominant negative *UAS-Dp*1*10*^*DN*^ (D954A) (*y*^*1*^w*; P{Dp110D954A}2) (stock number 25918) was obtained from the Bloomington Stock Centre. This stock expresses myc-tagged Dp110 with a defective ATP binding domain under UAS control on the second chromosome^23^. The constitutive fat body driver (*FB-Gal4*) was kindly provided by Sebastian Grönke (MPI for Biology of Ageing, Cologne). Both were backcrossed at least 6 times into the white Dahomey (wDah, *Wolbachia* positive) background.

### Adipocyte culture and differentiation

3T3-L1 mouse pre-adipocytes were grown in DMEM with 4.5 g/L glucose (Gibco, ThermoFisher Scientific) supplemented with 10% Calf Serum (Gibco, ThermoFisher Scientific) and penicillin/streptomycin at 37 °C in a humidified incubator with 5% CO_2_. Cells were allowed to reach confluence. 48 h post-confluence (day 0) cells were transferred in differentiation induction medium consisting of DMEM supplemented with 10% fetal bovine serum (Gibco, ThermoFisher Scientific), 0.5 mM isobutylmethylxanthine (Sigma), 1 μM dexamethasone (Sigma), 1 μM rosiglitazone (Cayman Chemical) and 1 μg/ml bovine insulin (Sigma). 48 h after induction of differentiation (day 2), the medium was replaced with DMEM supplemented with 10% FBS and 1 μg/ml insulin. On day 4, the medium was replaced with DMEM supplemented with 10% FBS. Complete differentiation was normally reached by day 8. hMADS cells were maintained and differentiated to adipocytes as described before^38^.

### Quantitative RT-PCR

Total RNA was extracted from ten whole adult flies per genotype using standard Trizol (Invitrogen) protocols. cDNA was prepared using SuperScript VILO cDNA synthesis kit (Invitrogen) according to the manufacturer’s protocol. Quantitative RT-PCR was performed using the Applied Biosystems 7900HT Fast Real-Time PCR detection system and Power SYBR Green PCR Master Mix (Applied Biosystems). Relative quantities of Dp110 transcripts were determined using the relative standard curve method and normalized to RP49. Primer sequences were:

Dp110-forward: GCAAGATGCGACCGCTATG; Dp110-reverse: GAAACGCGATGGTATGGACT

RP49-forward: ATGACCATCCGCCCAGCATACAGG; RP49-reverse: ATCTCGCCGCAGTAAACG

### RNA-sequencing and bioinformatic analysis

For fly fat body RNA-seq, RNA was extracted using Trizol (Invitrogen) from three biological repeats of twenty five fat bodies dissected from adult females of the following genotypes: *FB-Gal4* and *FB-Gal4* > *Dp110*^*DN*^. All the batching was done so that the treatments to be compared were carried out in parallel. RNA was purified with RNeasy columns (Qiagen) and its quality and concentration were determined using an Agilent Bioanalyzer 2100 (Agilent Technologies, CA, USA). RNA-sequencing was performed on the Illumina platform (paired-end reads of 100 bp sequence) by the Centre for Applied Genomics, Hospital for Sick Children, Toronto, Canada.

For 3T3-L1 adipocyte RNA-seq, adipocytes cultured in 6-well dishes were treated with either 1 μM A66 (Tocris) or vehicle (DMSO) for 24 hours. RNA was extracted using Trizol (Invitrogen) from two biological repeats. RNA was purified with RNeasy columns (Qiagen) and its quality and concentration were determined using an Agilent Bioanalyzer 2100 (Agilent Technologies, CA, USA). RNA-sequencing was performed on the Illumina platform (paired-end reads of 100 base pair sequence) by the University of Utah Genomics Core facility, Salt Lake City, Utah, US.

Tophat (v2.0.11)^39^ was used for alignment to the genome (fly- BDGP5.70, mouse - GRCm38) and HTSeq^40^ to produce transcript counts. DESeq2^41^ was used to determine differential expression. Analysis of the fly data included batch correction based on the day the fat body samples were processed (paired mutant and wild-type samples). Enrichment of functional annotation was performed with gProfiler in R with default correction for multiple testing (g:SCS method)^42^.

### Quantitative immunoblot analysis

Fully differentiated adipocyte monolayers were rinsed with ice-cold PBS and homogenised in a lysis buffer containing 50 mM Tris-HCl pH 7.4, 100 mM NaCl, 50 mM NaF, 5 mM EDTA, 2 mM EGTA, 40 mM beta-glycerophosphate, 10 mM sodium pyrophosphate, 1% Triton X-100 and protease inhibitors. Cell lysates were clarified by centrifugation at 14,000 rpm for 10 min at 4 °C. The clarified supernatants were assayed for protein content using the BCA method according to the manufacturer’s (ThermoFisher Scientific) instructions. 100 µg of total protein were separated by SDS-PAGE and then transferred onto PVDF membranes. 5% non-fat milk was used to saturate the membrane prior to incubation with primary antibodies: murine OXPHOS antibody cocktail (Abcam, cat. no. ab110413); PGC-1a (Cell Signaling Technology, cat. no. 2178); LC3B (Cell Signaling Technology, cat. no. 2775). Signal detection was performed with fluorescently labelled secondary antibodies [anti-mouse IRDye 800-conjugated (Rockland) and anti-rabbit AlexaFluor 680-conjugated (Invitrogen)], using an Odyssey CLx infrared scanner (LICOR). Detection and quantification were performed using the manufacturer’s (LICOR) software (ImageStudio).

### Lipolysis assay

Differentiated 3T3-L1 adipocytes in 12-well dishes, were serum deprived for 16 h in DMEM supplemented with 0.5% BSA. Cells were then washed twice with PBS and incubated in Krebs-Ringer Bicarbonate buffer (30 mM HEPES-NaOH pH 7.4, 10 mM NaHCO_3_, 120 mM NaCl, 4 mM KH_2_PO_4_, 1 mM MgSO_4_, 0.75 mM CaCl_2_) supplemented with 10 mM glucose and 0.5% BSA. Cells were incubated in the presence or absence of 5 nM isoproterenol (Sigma) for 3 h at 37 °C. Glycerol content of conditioned media was determined with Free Glycerol Reagent (Sigma) and normalised to the total protein content of corresponding cell lysates, as determined with the BCA assay kit (ThermoFisher Scientific).

### Measurement of cellular respiration

Mouse 3T3-L1 pre-adipocytes were seeded into 24-well XF24 plates (Seahorse Bioscience) at 5,000 cells per well in 500 μl growth medium. Cells were differentiated to adipocytes as described above. On the day of the experiment, the differentiated adipocytes were washed once with 1 ml of XF Assay Medium Modified DMEM (Seahorse Bioscience) supplemented with 25 mM glucose and 1 mM pyruvate (pH 7.4) and 500 μl of this medium were added per each well. Cellular oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using a Seahorse Extracellular Flux Analyser (model XF24, Seahorse Bioscience). Compounds were injected at a final concentration of 1 μM Isoproterenol (Sigma) and 1 μg/ml Oligomycin (Cell Signaling Technology). For p110α inhibition, cells were treated with 1 μM of the p110α- selective inhibitor A66 (Tocris) for 3 h before initiation of measurements.

### Mitochondrial content determination

Differentiated adipocytes cultured in 6 well dishes were trypsinised, washed and suspended in 1 ml of cell culture medium containing 100 nM Mitotracker Green (Molecular Probes) and incubated for 30 min at 37 °C protected from light. Stained cells were washed and analysed for green fluorescence emission using a Beckman Coulter Cell Lab QUANTA Flow Cytometer. Mean Fluorescence intensity was calculated using Summit v4.0 software (Dako).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 5. Specific tests used for analysis of each dataset are described in the respective figure legends.

## Supplementary information

Supplementary Information.

Dataset 1.

Dataset 2.

## Data Availability

The gene expression datasets generated and analysed in this study have been deposited at the NCBI Gene Expression Omnibus. GEO Accession numbers: GSE129430 (Fly fat body data) and GSE129442 (Mouse 3T3-L1 cell data). All other datasets are available from the corresponding author on reasonable request.

# Supplementary material for: Increased mitochondrial and lipid metabolism is a conserved effect of Insulin/PI3K pathway downregulation in adipose tissue
**Source:** Sci Rep. 2020 Feb 25;10:3418. doi: 10.1038/s41598-020-60210-3

# **Increased mitochondrial and lipid metabolism is a conserved effect of Insulin/PI3K pathway downregulation in adipose tissue**

Lucia Bettedi, Anqi Yan, Eugene Schuster, Nazif Alic and Lazaros C. Foukas

## **Supplementary Information**

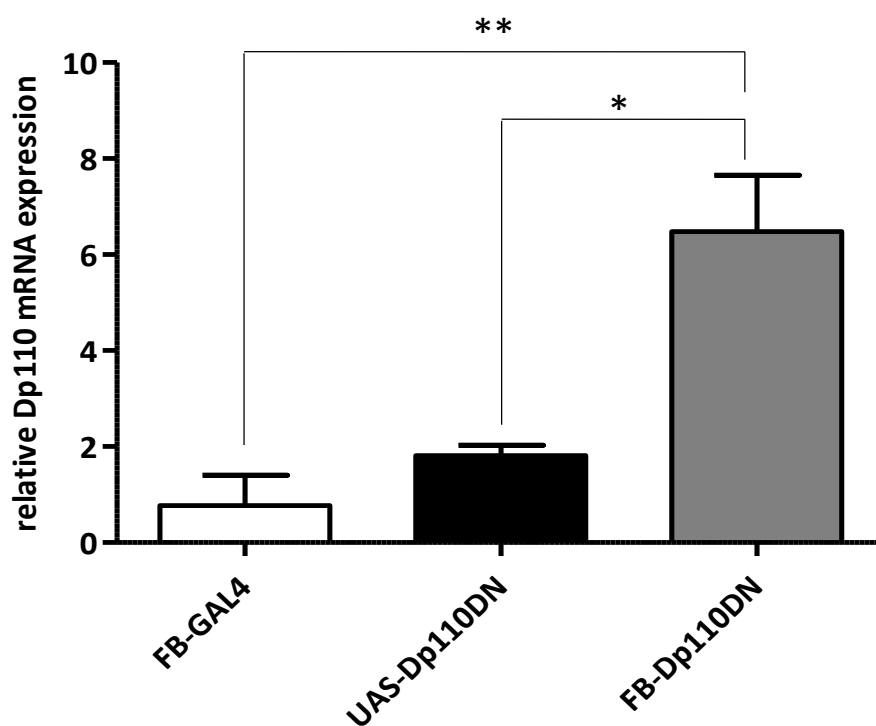

**Supplementary Fig. 1: Expression of Dp110DN transgene in fat bodies of FB-Dp110DN flies.**

RNA was extracted from freshly dissected fat body homogenates of Dp110DN and control flies and expression of Dp110 was assessed by Q-PCR.

Data are presented as mean ± sem from three (n=3) biological replicates (each sample derived from 5 pooled fat bodies). Statistical comparison was performed with one way ANOVA with Bonferroni's multiple correction test. \* p<0.05, \*\* p<0.01.

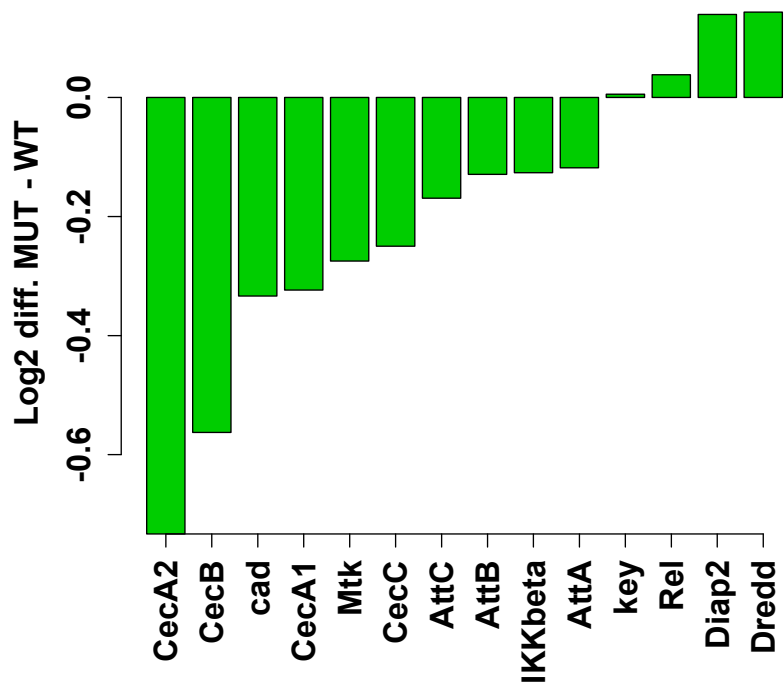

**Supplementary Fig. 2: Reduced antimicrobial peptide gene expression in Dp110-DN fly fat body.**

Antimicrobial humoral response (GO:0019730) shows a significant shift for down regulation in the mutant flies ( $p = 0.004$ , Mann-Whitney test on log2 diff).

Source blots for Fig. 3B-C

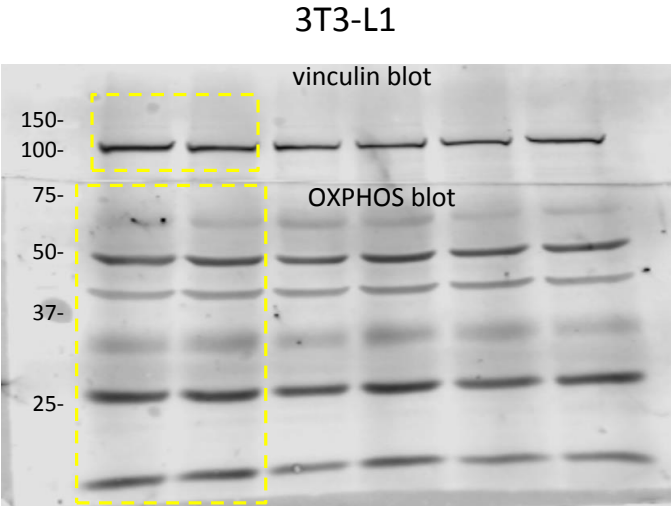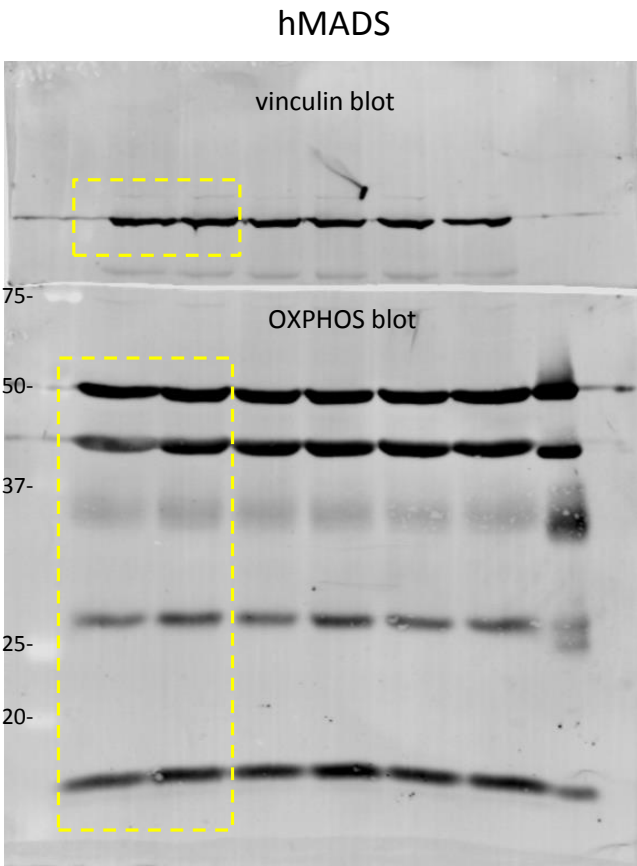

Source blots for Fig. 3D

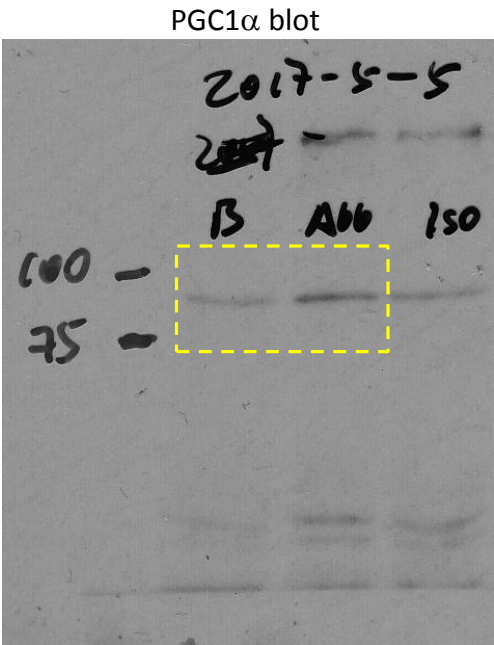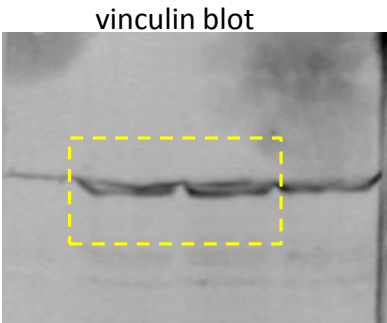

Source blots for Fig. 4C

vinculin blot

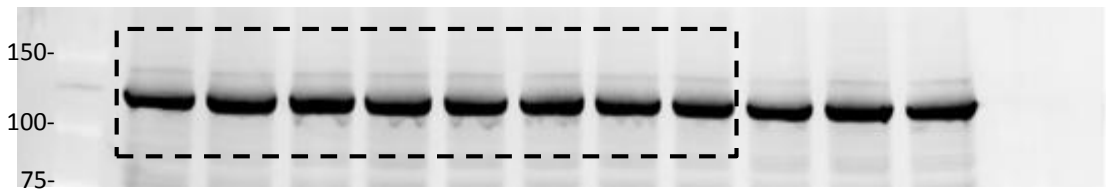

LC3B blot

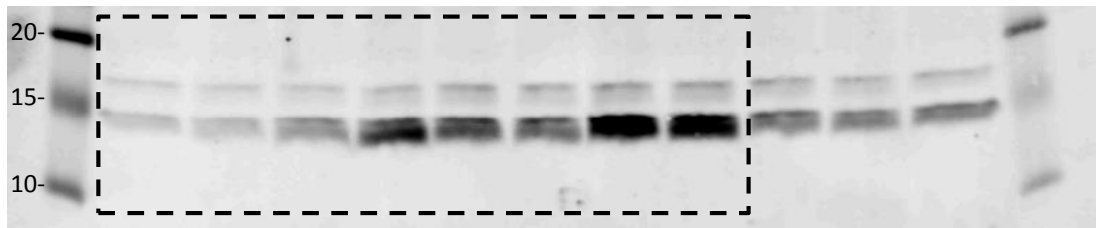

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

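Messenger RNA was sequenced from mouse 3T3-L1 adipocytes after 24 h of treatment, in 4 groups of 2 cultures each, untreated, A66, palmitate, and palmitate plus A66. The paper reports on the first 2 of these groups. Samples were assigned to groups from the treatment in the sample labels, and all 8 libraries were assigned. The paper's methods give 1 μM A66 with DMSO as vehicle, and the labels give 2 μM A66, 0.5 mM palmitate and untreated cells as the control.

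The authors aligned reads to GRCm38 with TopHat 2.0.11 and deposited raw counts per Ensembl gene from HTSeq, without normalization, one column per library. The strand setting and the annotation used in counting are not named in the paper's text. Beside the counts, the authors deposited the output of a DESeq2 comparison. This output gives a log2 fold change with its standard error for each gene, a p-value and an adjusted p-value from the authors' test, and 2 scores that the authors deposited with them, the mean of normalized counts and the Wald statistic. These columns were used only for comparison with the values computed from the counts, never as input to a test.

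The file lists 43629 genes, of which 42462 matched a symbol in GENCODE release M21 on GRCm38, and 327 without a match had counts. Coordinates, transcript lengths and GC content come from that annotation, with transcript lengths for 99.2% of the genes tested. Length and GC content are those of the longest annotated transcript of each gene, which need not be the one expressed. Library totals were 42247091 and 53401796 counts in untreated cells, 51760732 and 46951518 with A66, 57529803 and 53731277 with palmitate, and 48734754 and 50727217 with palmitate plus A66. A gene with fewer than 3 counts was treated as below the floor, which lies between 0.0521 and 0.0710 CPM. The labels and the paper give no molecular identifiers, so such floors and intervals cover counting error only. The mean chi-square per gene between replicates, over genes with at least 20 counts, was 6.33 in untreated cells, 6.15 with A66, 8.99 with palmitate and 7.80 with palmitate plus A66, where counting noise alone gives 1.

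Differences were computed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, the filterByExpr filter with its minimum count of 10, and quasi-likelihood tests with Benjamini-Hochberg adjustment. A66 was compared with untreated cells in the 4 libraries without palmitate. Palmitate was compared with untreated cells, and palmitate plus A66 with palmitate, in a fit on all 8 libraries, in which the interaction of A66 with palmitate was also tested. Log2 fold changes are treated over untreated, or palmitate plus A66 over palmitate. Gene sets were tested with camera in limma 3.58.1, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 14 sets. The sets were written by hand from general knowledge of the pathways, as the annotation behind the paper's gProfiler terms was not used here. The set called translation factors also holds genes that are not such factors, among them Eef1akmt3 and Eif4ebp3. Lists of interferon-stimulated genes, clock genes and RNAs without a poly(A) tail were written after the values had been seen. These were compared with 10000 random lists matched on mean expression. Overlap of sets with the genes that differed was tested with Fisher's exact test, one-sided.

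The genes named in the text follow a rule set before the data were examined, as were the sets, the designs and most of the alternatives. The rule takes every gene that the paper's text or Fig. 3 names for mouse cells, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 for A66, and for each set the 2 members with the smallest p in the direction of the set. Not every gene that the rule takes is given in the text. Genes outside the rule are marked where they appear.

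The alternatives were RLE normalization, scaling by library size only, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, other libraries in the fit, the replicate number as a block, corrections for GC content and transcript length (loess trends with a span of 0.4, used as offsets), a minimum change of 1.5-fold, leaving out each library in turn, and for the sets an estimated correlation between genes, fry, and members with a mean of at least 10 CPM. The replicate numbers come from the sample labels. The paper's methods speak of biological repeats and name no pairing for the mouse cells. The smallest library total, 42247091, was also used as a common depth by thinning every library to it.

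The scripts were tested on simulated counts drawn from the real means and library sizes, with the common dispersion of the real libraries used for every gene. The changed genes were not taken from those with the lowest means. With 200 of 13983 genes changed by a log2 value of 0.5 between 2 groups of 2 libraries, edgeR called 194 of the 200 (97.0%) among 205 calls, of which 11 (5.37%) were false. DESeq2 called 178 of the 200 among 182 calls. The real genes vary unevenly between replicates, and the median absolute log2 fold change of those that passed for A66 was 0.24. The simulation checks the scripts and does not give the rates of missed or false calls in the real data.

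The fly RNA-seq, the immunoblots and the functional assays were not analysed here. No exact or permutation test was run between 2 groups of 2 libraries.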

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

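The results in this part come from the palmitate libraries, on which the paper does not report, or from the difference that palmitate makes to the effect of A66. The tests of transcript length and of sequencing depth were all chosen after the results they concern had been seen, although the values of the depth tests themselves had not been. With 2 libraries in each group, outliers among the libraries were not tested and no other splits of the libraries were counted.

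Palmitate changed 171 genes against untreated cells at an adjusted p under 0.05 (edgeR quasi-likelihood with Benjamini-Hochberg adjustment), 92 higher and 79 lower, among 14587 genes tested. In cells given palmitate, A66 changed 410 genes, 142 higher and 268 lower. Both counts rest on libraries that the paper does not analyse. Scaled by library size only, without TMM, the split was 83 higher and 105 lower for palmitate and 107 higher and 350 lower for A66 with palmitate. The libraries differ in depth, so every library was thinned to 42247091 counts. Palmitate then changed 162 genes, 152 of them among the 171, and A66 with palmitate changed 411, 374 of them among the 410, so unequal depth did not account for either count. Corrected for transcript length or for GC content, the counts were at least 164 and 428 genes. Other technical explanations, such as a difference in handling between the cultures, were not tested, and a biological reading remains a hypothesis.

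The largest log2 fold change with palmitate, 5.18 in Gm29216 (adjusted p = 0.0101, edgeR with Benjamini-Hochberg adjustment), rested on 1 library. Its values were 0.882 and 89.2 CPM in the palmitate replicates, and between 1.04 and 7.71 CPM in the other libraries. This gene was chosen after its values were seen, and no explanation was tested.

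The effect of A66 differed with palmitate for 1 gene, Hmox1, also named after its values were seen. The interaction was 0.45 on the log2 scale (standard error 0.06, adjusted p = 0.00194, edgeR quasi-likelihood with Benjamini-Hochberg adjustment), with a log2 fold change of -0.12 for A66 without palmitate and 0.32 with it. Both palmitate plus A66 libraries, at 494 and 489 CPM, lay above the other 6, which lay between 352 and 401 CPM. At an unadjusted p under 0.05, 1155 genes had an interaction. No technical explanation was tested for Hmox1.

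The effect of A66 also differed with palmitate for 12 of the 14 gene sets, tested on the interaction with camera and Benjamini-Hochberg adjustment, at an assumed correlation of 0.01 between genes. Testing the interaction of sets was chosen after seeing the data. The mean interaction on the log2 scale was -0.14 for both cytosolic ribosomal proteins (adjusted p = 6.98e-30, 81 of 84 genes below 0) and nuclear-encoded OXPHOS (adjusted p = 2.52e-27, 76 of 78 below 0). It was 0.11 for cholesterol biosynthesis (adjusted p = 2.14e-08, 18 of 21 above 0), 0.054 for fatty acid synthesis, 0.065 for mitochondrially encoded OXPHOS, -0.051 for mitochondrial ribosomal proteins, -0.053 for the TCA cycle, -0.079 for mitochondrial fatty acid oxidation, -0.059 for triglyceride storage and lipolysis, -0.18 for collagens, -0.14 for adipocyte markers and -0.0056 for preadipocyte markers. The last mean is close to 0 because its members moved in both directions. When A66 was added to palmitate, most mitochondrial sets were lower and passed (camera with Benjamini-Hochberg adjustment, correlation 0.01). The means were -0.10 for nuclear-encoded OXPHOS (72 of 78 genes lower, adjusted p = 1.68e-16) and -0.089 for the TCA cycle (21 of 22, 2.36e-07). They were -0.093 for mitochondrial fatty acid oxidation (18 of 19, 1.44e-04) and -0.049 for mitochondrial ribosomal proteins (49 of 72, 0.00832). Mitochondrially encoded OXPHOS, at 0.067, did not pass.

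Short transcripts could have been favoured in some libraries. After the correction for transcript length, the mean interaction was -0.0785 for cytosolic ribosomal proteins and -0.0860 for nuclear-encoded OXPHOS, and both still passed, so transcript length did not fully explain them. For cholesterol biosynthesis it was 0.12, but this set has a median transcript of 3083 nucleotides and the correction hardly moved it, so this test says nothing about it. Over all sets, 11 of the 14 passed after the length correction and 9 after a correction for GC content. With the correlation between genes estimated from the data, 0 of the 14 sets passed (smallest adjusted p = 0.160, camera with Benjamini-Hochberg adjustment), and 0 passed with fry (smallest adjusted p = 0.124). Leaving out each of the 8 libraries in turn kept the sign of the 3 means, which lay between -0.18 and -0.097 for cytosolic ribosomal proteins, between -0.20 and -0.094 for nuclear-encoded OXPHOS, and between 0.089 and 0.14 for cholesterol biosynthesis. A shift of whole sets that varies from culture to culture therefore cannot be told apart from an effect of palmitate on the response to A66, and a biological reading remains a hypothesis.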

How the results depend on the processing

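The counts of genes were recomputed under each alternative, and 2 choices moved most of them, the filter on low counts and a minimum change. Counts are at an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment) unless another threshold is given. Without the filter, A66 changed 459 genes (261 otherwise, and all 261 were among the 459), palmitate 396 (171 otherwise), A66 with palmitate 652 (410 otherwise) and the interaction 91 (1 otherwise). With a change of at least 1.5-fold also required, these counts were 15, 10, 46 and 0, the last beside 1155 genes with an unadjusted p under 0.05. The interaction counts were 2 with scaling by library size only, 22 with DESeq2, 3 with the replicate block, and 2 both with the GC correction and with the block and GC correction together. At an adjusted p under 0.0001, A66 changed 12 genes, against 44 with DESeq2, 109 without the filter, 6 with all 8 libraries in the fit, 24 with the length correction and 4 at 1.5-fold. At an adjusted p under 0.1, a threshold chosen after seeing the data, A66 changed 408 genes. Under the other alternatives at full depth, the count for A66 lay between 209 and 312 genes. The cause of these changes was not tested.

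The share of the A66 genes that moved the same way with palmitate was 89.3%, 82.8% without the filter, and from 83.5% to 88.1% across the 4 fits that each left out one library. For a set, leaving out one library gave a range of means over 4 fits. The ranges for A66 were 0.13 to 0.22 for cytosolic ribosomal proteins, 0.0059 to 0.041 for translation factors, -0.0084 to 0.096 for nuclear-encoded OXPHOS, -0.034 to 0.053 for mitochondrial ribosomal proteins, -0.031 to 0.0080 for mitochondrial fatty acid oxidation, -0.20 to -0.15 for cholesterol biosynthesis, -0.12 to -0.089 for fatty acid synthesis and -0.10 to -0.033 for triglyceride storage and lipolysis. The range also crossed 0 for mitochondrially encoded OXPHOS (-0.058 to 0.075), collagens (-0.023 to 0.13), adipocyte markers (-0.026 to 0.066) and preadipocyte markers (-0.054 to 0.063). It was -0.053 to -0.0087 for the TCA cycle. For A66 with palmitate, the range for cholesterol biosynthesis was -0.077 to -0.058. There the range crossed 0 for mitochondrially encoded OXPHOS (-0.014 to 0.14), FoxO targets (-0.025 to 0.047), translation factors (-0.025 to 0.022) and preadipocyte markers (-0.031 to 0.048). For the interaction, over 8 fits, it was -0.18 to -0.097 for cytosolic ribosomal proteins, -0.20 to -0.094 for nuclear-encoded OXPHOS and 0.089 to 0.14 for cholesterol biosynthesis. These fits leave 1 library in a group, so no p-value and no count of genes was taken from them.

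How the correlation between genes was handled decided whether sets passed. With 2 libraries in each group, which handling is right could not be settled. With the correlation estimated, 0 of 14 sets passed for A66 (smallest adjusted p = 0.215, camera with Benjamini-Hochberg adjustment), for A66 with palmitate (0.187) and for the interaction (0.160). With fry, 0, 3 and 0 sets passed (smallest adjusted p = 0.115, 0.0429 and 0.124). The means are the same in these tests. The sets that no longer passed in either were, for A66, collagens (-0.014), cytosolic ribosomal proteins (0.17), nuclear-encoded OXPHOS (0.040), cholesterol biosynthesis (-0.18) and fatty acid synthesis (-0.10). With palmitate, they included cytosolic ribosomal proteins (0.031), nuclear-encoded OXPHOS (-0.10) and cholesterol biosynthesis (-0.068), and for the interaction the same sets at -0.14, -0.14 and 0.11.

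Under the other alternatives with a test, cytosolic ribosomal proteins, cholesterol biosynthesis and fatty acid synthesis kept their direction and passed the threshold for A66. Nuclear-encoded OXPHOS did so except after the length correction, when its mean was -0.0027, and with the block added to that correction, a setting chosen after seeing the data, when it was -0.0018. The mean of translation factors for A66 became -0.036 without the filter and -0.0050 with at least 10 counts in every library. That of mitochondrially encoded OXPHOS became -0.011 with library size only, -0.0044 with the GC correction, -0.0059 with block and GC correction, -0.064 with the length correction and -0.017 over members of at least 10 CPM. That of mitochondrial ribosomal proteins became -0.011 with library size only and -0.019 with the length correction. The TCA cycle passed the threshold with library size only (-0.049), all 8 libraries (-0.036), the length correction (-0.039) and members of at least 10 CPM (-0.033). Triglyceride storage and lipolysis passed with library size only (-0.054), the length correction (-0.046) and members of at least 10 CPM (-0.042), and had a mean of 0.12 without the filter. Collagens turned to 0.039 without the filter and 0.019 with all 8 libraries, preadipocyte markers to -0.0069 with library size only, and Ppargc1a to a log2 fold change of -0.0069 with library size only. The cause was not tested, apart from the length correction of nuclear-encoded OXPHOS.

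For A66 with palmitate, cytosolic ribosomal proteins no longer passed with library size only (0.012), without the filter (0.033) or over members of at least 10 CPM (0.022). Translation factors turned to 0.012 with at least 10 counts in every library, 0.0095 with only the libraries compared in the fit and 0.0064 over members of at least 10 CPM. Fatty acid synthesis turned to 0.020 without the filter. FoxO targets turned to -0.010 with library size only and -0.0029 over members of at least 10 CPM. Preadipocyte markers turned to -0.018 with library size only, -0.0035 without the filter, -0.019 with at least 10 counts in every library and -0.021 over members of at least 10 CPM. The cause was not tested.

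With the replicate block, A66 changed 282 genes, 257 of them among the 261, palmitate 195 and A66 with palmitate 448, no set changed its side of the threshold for A66, and mitochondrially encoded OXPHOS passed for A66 with palmitate, which it did not otherwise. The block rests on replicate numbers that pair the libraries weakly, as the deviations of same-numbered libraries had a correlation of 0.024 between untreated and A66 and 0.16 between palmitate and palmitate plus A66. Over the single genes and further sets, 68 of 670 other values changed, 34 of them weaker, 20 stronger and 14 reversed, and 40 of 260 values moved when a library was left out.

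With every library thinned to 42247091 counts, a test chosen after seeing the data, A66 changed 175 genes, all of them among the 261, whereas the counts for palmitate (162 against 171) and for A66 with palmitate (411 against 410) moved little. Whether the genes lost for A66 were those at a low level was not tested. At full depth, Rpph1 and Npas2, at 0.535 and 1.19 CPM in untreated cells, had standard errors of 0.33 and 0.42 on the log2 scale.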

Differences from the paper's values

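The paper's Supplementary Data 2 lists enrichment queries of 118 upregulated and 161 downregulated genes, with a threshold in the legend of Fig. 2 of an adjusted p under 0.0001. At that threshold, 9 genes were higher and 3 lower with A66 here (edgeR quasi-likelihood with Benjamini-Hochberg adjustment), against the paper's 118 and 161. None of the alternatives set before the data were examined closed either gap at that threshold. The authors' deposited table holds 14 genes with a positive and 25 with a negative log2 fold change at 0.0001, and 118 and 161 at 0.1. Here 152 genes were higher and 109 lower at an adjusted p under 0.05, a threshold set before the data were examined, both within 1.5 times of the paper's counts. With a threshold of 0.1, chosen after seeing the values, DESeq2 gave 164 higher and 118 lower genes, both also within 1.5 times, and edgeR gave 232 higher and 176 lower, of which only the lower count was. These comparisons follow the direction that the paper states. With the 2 directions exchanged, in line with the opposite signs of the log2 fold changes below, all of these counts at 0.05 and 0.1 were within 1.5 times of the paper's (152, 164 and 232 higher genes against the paper's 161, and 109, 118 and 176 lower genes against its 118).

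The paper's Supplementary Data 2 also gives log2 fold changes, and for 10 of the named genes these had the opposite sign to A66 over untreated. The paper's value is -0.041 for Sdhb against 0.040 here, 0.98 for Cpm against -0.98, 0.72 for Dhx58 against -0.72, -0.26 for Mrpl52 against 0.26, 0.16 for Ogdh against -0.16, 0.23 for Acsl1 against -0.23, 0.18 for Plin4 against -0.18, 0.17 for Lpin1 against -0.17, 0.17 for Col6a2 against -0.17, and 0.18 for Col18a1 against -0.18. None of the alternatives set before the data were examined closed any of these gaps.

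The directions that the paper states for groups of genes differ in the same way. Its lists hold genes selected by the sign of their log2 fold change in these same libraries, so the counts of listed genes below restate the opposite sign above and are not separate differences. The paper states that lipid genes rose with A66, whereas the 21 genes of cholesterol biosynthesis and 18 of the 23 of fatty acid synthesis were lower here. All 11 genes that the paper lists under cholesterol biosynthesis among its upregulated genes were lower, with a median log2 fold change of -0.22, as were the 12 under fatty acid metabolic process, with a median of -0.17, and the 7 under lipid droplet, with a median of -0.18. The paper states that ribosomal protein and translation genes fell, whereas all 16 genes it lists under the cytosolic small ribosomal subunit were higher, with a median of 0.22, and all 15 under regulation of translation were higher, with a median of 0.19. The paper states that mitochondrial genes rose. The 21 genes it lists under mitochondrion among its upregulated genes were all lower, with a median of -0.18, and the 21 that could be read of the 25 it lists under the same term among its downregulated genes were all higher, with a median of 0.19.

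Of the orthologous genes the paper names as upregulated, Aldoa, Cpm, Acss2, Pcyt2 and mt-Nd5 were lower with A66, with log2 fold changes of -0.11, -0.98, -0.22, -0.20 and -0.13, and Fscn1, which it names as downregulated, was higher, at 0.20. Aldoa and mt-Nd5 did not pass an adjusted p of 0.05 over all genes. Aldoa passed with the length correction, and mt-Nd5 with DESeq2, with library size only, without the filter, with the length correction and with the replicate block, alone or with the GC correction, in each case as lower genes.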

Other observations

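The tests of explanations in this part were chosen after the results they concern had been seen.

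The deposited comparison and the paper's directions run opposite to A66 over untreated, computed from the counts by their labels. Across 14046 genes, the deposited log2 fold change had a Pearson correlation of -0.9998 with log2 of A66 over untreated, and all 204 genes with a deposited adjusted p under 0.05 had the opposite sign. This correlation is across genes, which are not independent replicates. A candidate explanation is that the deposited comparison divides untreated by A66. The number of genes also bears on it. The deposited table holds 14 genes with a positive and 25 with a negative log2 fold change at an adjusted p under 0.0001. With a threshold of 0.1, it holds 118 genes with a positive and 161 with a negative log2 fold change, the sizes of the paper's queries for upregulated and downregulated genes.

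The same correlation would arise if the untreated and A66 columns were exchanged. An exchange in the pair without palmitate only was tested with the palmitate pair. Of the 261 genes that differed with A66, 233 (89.3%, exact 95% confidence interval 84.9 to 92.8, given as a description because genes are not independent) moved the same way when A66 was added to palmitate, and all 96 genes that passed in both comparisons had the same direction. An exchange of that pair alone would give a minority of such genes, so the data go against it. An exchange in both pairs could not be excluded. FoxO targets, which PI3K signalling represses, had a mean log2 fold change of 0.0286 with A66 (adjusted p = 0.213, camera with Benjamini-Hochberg adjustment), too small to tell the labels apart. Pik3ca, which encodes the inhibited protein, is not a check on the labels, as A66 acts on the protein, and its log2 fold change was 0.033 (adjusted p = 0.827, edgeR with Benjamini-Hochberg adjustment). A deposited comparison of untreated over A66 and an exchange in both pairs therefore cannot be told apart, and no biological explanation was tested.

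Nuclear-encoded OXPHOS genes were higher with A66 by a mean of 0.040, and cytosolic ribosomal protein genes by 0.17. These rises are from cells without palmitate. When A66 was added to palmitate, the OXPHOS mean was -0.10, with 6 genes higher and 72 lower. That of the ribosomal protein genes was 0.031, with 54 higher and 30 lower. Short transcripts were higher with A66 in cells without palmitate. Among genes without regard to set, the median log2 fold change was 0.16 for the 35 genes of up to 500 nucleotides, 0.065 from 500 to 800 and 0.037 from 800 to 1200, and -0.0057 for those from 2000 to 3000. When A66 was added to palmitate, the medians of the first 3 of these groups were 0.040, -0.050 and -0.022, so the trend did not recur there. After the correction for transcript length, the mean of the OXPHOS genes was -0.0027, so their rise may reflect a preference for short transcripts in the A66 libraries without palmitate. The mean of the ribosomal protein genes was 0.127 after the correction and still passed. The correction used the longest annotated transcript of each gene and may be incomplete, so it does not exclude transcript length for this set. Both sets are themselves among the short transcripts from which the trend is taken, so the correction could also remove a rise that has another origin.

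Ribosomal and other RNAs without a poly(A) tail were higher with A66. All 8 genes that are, or overlap with, such RNAs were higher both without and with palmitate, with median log2 fold changes of 0.64 and 0.45, but 8 of them passed an adjusted p of 0.05 (edgeR with Benjamini-Hochberg adjustment) without palmitate and 3 with it. A candidate explanation is carry-over of these RNAs through poly(A) selection, which would vary from library to library. In 30 of 32 pairs of gene and group (93.75%), replicate 2 exceeded replicate 1, so these RNAs also varied with the replicate number. That variation does not account for the difference with A66. With the replicate number as a block, mt-Rnr1 had a log2 fold change of 0.65 (adjusted p = 3.71e-09, edgeR with Benjamini-Hochberg adjustment), and each A66 library held a larger share of these RNAs than the library of the same number without A66. The share of counts on these RNAs was 1.64% and 1.82% in untreated cells against 2.42% and 2.97% with A66, and 1.97% and 2.43% with palmitate against 2.67% and 3.31% with palmitate plus A66, and carry-over that differs with the treatment was not tested apart from an effect of A66 on these RNAs.

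Interferon-stimulated genes were lower with A66. Of 32 tested, 31 were lower without palmitate, with a median log2 fold change of -0.31 and 7 of them at an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment), and 33 of 34 with palmitate, with a median of -0.53 and 25 of them under that threshold. Oasl2 and Ifit1 were named after their values were seen. Oasl2 had log2 fold changes of -0.73 without palmitate and -1.92 with it, and Ifit1 of -0.54 and -1.63, and both passed the threshold with palmitate only (adjusted p without it = 0.0551 and 0.326, edgeR). A shift of all genes of this expression level could give such medians. The median with palmitate lay at percentile 0 of 10000 random lists matched on expression, so no list reached it. The genes were listed because some of them had been seen to fall, so that percentile shows no stability, and other causes that vary between cultures, such as an interferon response in the cultures without A66, were not tested.

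Genes of the circadian clock also differed, and were listed after Npas2, Dbp and Nr1d2 were seen among the genes that differed. Npas2 had log2 fold changes of -1.87 without palmitate and -2.09 with it, and Arntl of -0.30 and -0.43, whereas Dbp had 0.63 and 0.66 and Nr1d2 0.35 and 0.48. Of 10 clock output genes, 8 were higher with A66 without palmitate and 7 with it. Per1, another of the 10, was lower, with log2 fold changes of -0.29 (adjusted p = 0.00268, edgeR with Benjamini-Hochberg adjustment) without palmitate and -0.041 with it. Most of these values, but not that of Per1, are consistent with another phase of the clock in A66-treated cultures, which could come from the treatment or from the time of collection. The 2 cannot be told apart, since no time of day is given for the libraries.

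The paper measured 6 proteins by immunoblot after 16 h of A66 (Fig. 3). Their mRNAs at 24 h did not pass an adjusted p of 0.05 in edgeR's test with Benjamini-Hochberg adjustment. The log2 fold changes were 0.058 for Ndufb8 (adjusted p = 0.644), 0.040 for Sdhb (0.753), -0.0052 for Uqcrc2 (0.977), -0.017 for mt-Co1 (0.881), -0.012 for Atp5a1 (0.935) and 0.0089 for Ppargc1a (0.966), with standard errors from 0.031 to 0.049.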
